A study of Nothobranchius furzeri with 24 samples. Its data were reported in "RNAseq Analysis of Brain Aging in Wild Specimens of Short-Lived Turquoise Killifish: Commonalities and Differences With Aging Under Laboratory Conditions" (2022).

How the data were processed

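Poly(A) RNA of whole brains from wild turquoise killifish (Nothobranchius furzeri) was measured in 24 fish, 4 females and 4 males at each of 39, 73 and 108 days post hatch (dph). Sex and age were taken from the labels of each library, and each library came from a different fish, so the spread between replicates is a spread between animals. Replicate numbers only name the fish within a group and pair nothing across groups. According to the study's methods the stranded libraries were pooled before sequencing. The day of dissection and the batch of library preparation are not given in the sources used here, and fish of different ages were caught at different times of 1 season, so age and time of collection cannot be told apart.

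The read counts per gene were made by the authors from single-end reads: base calls were converted with bcl2fastq 1.8.4, reads were mapped with TopHat2 2.1.0 to the hardmasked genome of the NFINgb browser, and reads on the sense strand of each annotated gene were counted with featureCounts 1.5.0, the versions being those of the submitters' processing notes. Because the counting used strand, antisense partners were kept apart. The mapper was told to report at most 1 place per read, so genes with near-identical copies can have lost or gained reads. The deposited RPM values are these counts scaled to the total of reads assigned to genes in each library, and they equalled the scaled counts to within 4.91e-11. The deposited RPKM values are RPM further divided by the gene length that featureCounts gives, and were used here only as an alternative scale for the trend tests and as the source of gene lengths.

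The table holds 26739 genes, of which 3759 had no reads in any library. Genes were kept when edgeR's filterByExpr with a minimum count of 10 passed them over the 6 groups, which left 19358 for the comparisons of both sexes together. Library sizes were scaled by TMM, and expression is given as scaled counts (CPM) or as log2 CPM with a prior count of 2. Changes with age and sex were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test of an additive model of sex and age. The same test was run on each sex alone, and on a model with sex by age interaction whose 2 coefficients were tested together. The false discovery rate (FDR) is the Benjamini-Hochberg adjusted p, with a threshold of 0.05. The standard error (SE) of a log2 fold change was computed as its size divided by the square root of F.

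Genes that moved in order with age were found per sex with an exact Cuzick trend test, at the p threshold of 0.0001 that the study used. All 34650 arrangements of 12 fish over 3 ages were counted, so the smallest two-sided p is 5.77e-05. The fold changes of 73 versus 39 dph and of 108 versus 73 dph share the fish of 73 dph, with opposite sign. The comparison of these steps was therefore set beside 20 simulated data sets with no effect, and was repeated over all 36 ways to give each step its own fish of 73 dph. Principal component scores were compared by exact permutation tests.

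The tests were run on simulated counts in which known genes were changed, 95 to 100 of the tested genes at each fold. Far more genes were called between the real ages, and recovery depends on the share of changed genes. These rates may therefore not hold for the real age tests. For 108 versus 39 dph in both sexes, 65.0% of genes changed 1.5-fold and 77.6% of genes changed 2-fold were recovered, and 3.42% of the calls were false. For female versus male, 62.0% and 83.7% were recovered with 7.69% false calls. With fish of 1 sex, recovery for 108 versus 39 dph fell to 23.7% and 58.8% in females and to 20.6% and 63.2% in males. For the interaction it was 19.0% and 47.5%. The share of false calls was 0% in females, 8.05% in males and 7.04% for the interaction. With both sexes it was 6.34% for 73 versus 39 dph and 2.84% for 108 versus 73 dph. Counts of genes from 1 sex are thus expected to be lower for the same effect.

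The alternatives were DESeq2 1.42.0, its size factors within edgeR, no filter, the study's filter of at least 1 count in every library, removal of each library's trend over gene length, an FDR of 0.01, a model of 6 group means, and leaving out each fish in turn. For the trend tests they were the RPKM on the scale log2(value + 0.1), DESeq2 size factors, the study's filter and a p threshold of 0.001. The comparisons, tests and these alternatives were fixed before the data were examined. Chosen afterwards were the fits without the 2 shallowest libraries, DESeq2 with the study's filter for sex, Spearman's coefficient for the age steps, and the fit without a filter for the age steps.

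The rule for named genes was to take, for each age comparison and for sex, those with the largest rise and the largest fall among genes with a symbol, an FDR below 0.05, a mean log2 CPM of at least 1 and 1 direction in both sexes or at all ages, together with the leading genes of tested lists, the genes the study names and the leading interaction and trend genes. The expression tables give locus identifiers that they do not pair with symbols, and 0 of them matched the reference table of symbols used here. Pairings from other sources were not used here. The rule was therefore applied without its symbol condition and cut to at most 2 identifiers in each direction, for 108 versus 39 dph and for sex, and the 1 interaction gene was added. No identifiers are given for the other age comparisons or for the trend tests. All tests of gene lists and all genes the study names were left out for the same reason. No genome was used here, so no positions are given.

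Reads of 1 library are not independent of its RNA sample, and the p-values rest on the spread between fish. Replicates within a group differed by far more than counting error, with a chi-square per degree of freedom between 10.0 and 49.1 over these pairs, so no replicate was counted as a copy of another of its group. Pairs from different groups were not compared in this way.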

Results

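Gene expression was profiled in the whole brain of wild turquoise killifish, an annual fish of temporary African ponds, from the population named A41. Brains of 4 females and 4 males were sequenced at each of 39, 73 and 108 days post hatch (dph), which gave 24 libraries in 6 groups. Reads assigned to genes had a median of 17954300 per library. Both shallow libraries belonged to the youngest fish: 39 dph female replicate 4 had 4595506 reads and 39 dph male replicate 4 had 10019750, whereas the others lay between 14219725 and 19346170. Genes are given by the locus identifiers of the annotation, which the expression tables do not pair with gene symbols.

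The largest component of variation followed age. The first principal component of log2 CPM (read counts scaled to library size) held 15.8% of the variance, and its score rose from -33.7 ± 11.5 (SD, n = 8) at 39 dph to 6.94 ± 8.04 (SD, n = 8) at 73 dph and 26.8 ± 4.93 (SD, n = 8) at 108 dph. Each pair of ages differed with an exact permutation p of 0.0001554, the smallest that 8 against 8 fish can give, and an adjusted p of 0.00062 over 12 tests in the family. Females and males of the same age did not differ detectably on this component, with exact permutation p of 0.83 at 39 dph, 0.43 at 73 dph and 0.60 at 108 dph. The second component held 11.4% of the variance, and no age or sex difference on it passed the adjustment, the smallest adjusted p being 0.17.

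**Figure D1:**
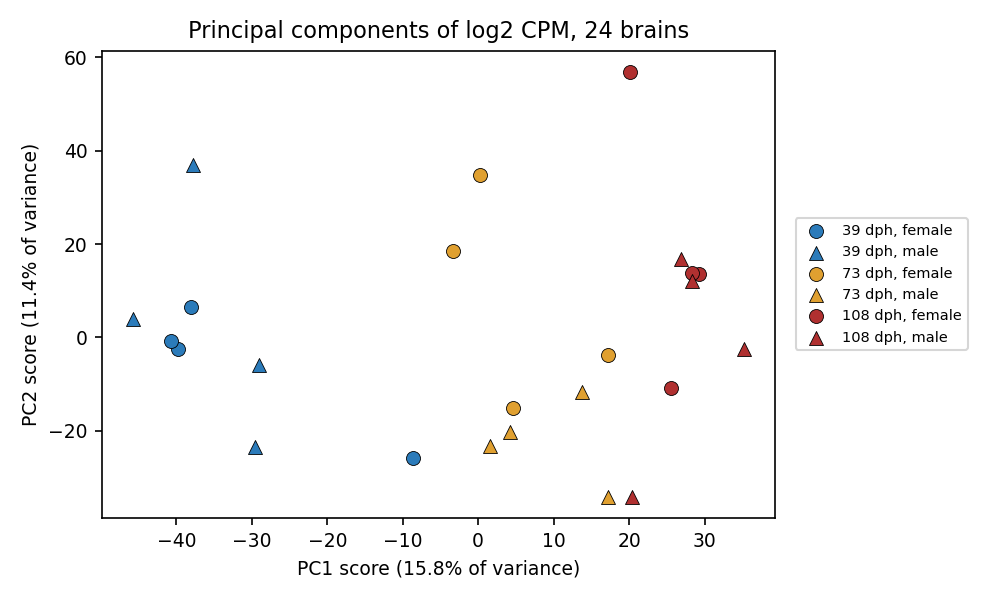
Scores of the 24 brains on the first (horizontal) and second (vertical) principal components of log2 CPM, with age as colour and sex as symbol. Mean scores on the horizontal axis are -33.7 at 39 dph, 6.94 at 73 dph and 26.8 at 108 dph, and 39 dph female replicate 1 lies apart from its group at -8.67.

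To ask how brain expression changed over adult life, the ages were compared with both sexes in 1 model. Between 39 and 108 dph, 7363 of 19358 genes changed (38.0%), 3685 to a higher and 3678 to a lower level. Most changes were small, with a median absolute log2 fold change of 0.43, and 715 genes changed more than 2-fold, 403 upward and 312 downward. The gene Nfu_g_1_012032 rose from 8.37 ± 5.24 CPM (SD, n = 8) at 39 dph to 52.2 ± 21.4 CPM (SD, n = 8) at 73 dph and 68.7 ± 11.97 CPM (SD, n = 8) at 108 dph. Every fish of 73 and 108 dph was above every fish of 39 dph for this gene, and its log2 fold change over the whole interval was 3.10 with an SE of 0.29 and an edgeR FDR of 1.6e-08. Its rise lay in the early step, with a log2 fold change of 2.70 (SE 0.29, edgeR FDR 5.9e-07), while the late step gave 0.40 (SE 0.25, edgeR FDR 0.36).

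The size of the other largest changes depended on single fish or on the shallow libraries. Nfu_g_1_002574 had a log2 fold change of 4.33 between 39 and 108 dph (SE 1.20, edgeR FDR 0.0059), but 108 dph female replicate 4 stood at 801 CPM, and without that fish the log2 fold change was 1.01 with an edgeR FDR of 0.0012. Nfu_g_1_018978 fell by 7.74 on the log2 scale (SE 1.55, edgeR FDR 0.00035), from a median of 3.02 CPM at 39 dph to 1.16 CPM at 108 dph. The size of the fall rested on 39 dph female replicate 4 at 2266 CPM and 39 dph male replicate 4 at 251 CPM, and without these libraries the log2 fold change was -1.26 with an edgeR FDR of 0.0014. Nfu_g_1_002091 fell by 7.26 on the log2 scale (SE 1.90, edgeR FDR 0.0039), with 15793 and 1598 CPM in the same libraries, and without them it gave 0.57 with an edgeR FDR of 0.72. DESeq2 gave no adjusted p for these 3 genes.

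More genes passed the test in the early step than in the late step. From 39 to 73 dph 4000 genes changed, 2012 upward and 1988 downward, and from 73 to 108 dph 1795 changed, 826 upward and 969 downward. Of the genes higher at 108 than at 39 dph, 1441 (39.1%) passed the test in the early step only, 435 (11.8%) in the late step only, 266 (7.22%) in both and 1543 (41.9%) in neither. Of those lower at 108 dph, the numbers were 1371 (37.3%), 515 (14.0%), 300 (8.16%) and 1492 (40.6%). The difference in size between the steps was not itself tested. More than 2-fold changes of the late step were mostly upward, with 95 genes higher and 26 lower, against 114 higher and 148 lower in the early step. These counts include Nfu_g_1_002574 in the late step (log2 fold change 4.05), whose size rested on 1 fish. They also include Nfu_g_1_018978 in the early step (-7.24), whose size rested on the shallow libraries. The 2-fold counts were not repeated without those libraries.

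Genes that changed in both steps mostly continued in 1 direction. Of 663 such genes, 266 rose in both steps and 300 fell in both, while 53 rose then fell and 44 fell then rose. The share with 1 direction was 85.4% (95% Clopper-Pearson interval 82.4 to 88.0, which treats genes as independent), and Fisher's exact test of the directions gave p = 3.85e-81. Independent lists would have shared 85.9, 99.5, 101 and 84.8 genes in these quadrants. Because both steps use the fish of 73 dph with opposite sign, data with no effect lean toward reversal. Over 20 simulated sets 33.8% of all genes had the same sign in both steps, against 55.2% here. Real changes in 1 step only would also raise this share. The gap to the simulated sets alone therefore does not show that changes continued. These sets had no age effect and gave 0 genes called in both steps, so they give no expected share of 1 direction among called genes. When each step had its own fish of 73 dph, over 36 divisions, 127 to 380 genes were called in both steps and the share with 1 direction was 88.2% to 94.7%.

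Across all tested genes, which are not independent replicates, the log2 fold changes of the steps had a Pearson r of -0.15 and a Spearman rho of 0.074. The jackknife SE of r, from leaving out each fish in turn, was 0.14. The simulated sets gave -0.49 and -0.44, and real changes in 1 step only would also move these coefficients toward 0. The covariance was -0.0258 against a simulated mean of -0.0303, a difference of 0.0045. The simulated sets ran from -0.0347 to -0.0259, so the real value lay just outside them. With separate fish of 73 dph the covariance averaged 0.00898 with a Pearson r of 0.041, between -0.032 and 0.10 over the divisions. Among the 663 genes called in both steps, Pearson r was -0.15 and Spearman rho 0.52. With separate fish of 73 dph, the genes called in both steps had a median Pearson r of 0.72, above 0 in 33 of 36 divisions (-0.13 to 0.85), and a median Spearman rho of 0.76, above 0 in all 36 (0.63 to 0.84).

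**Figure D2:**
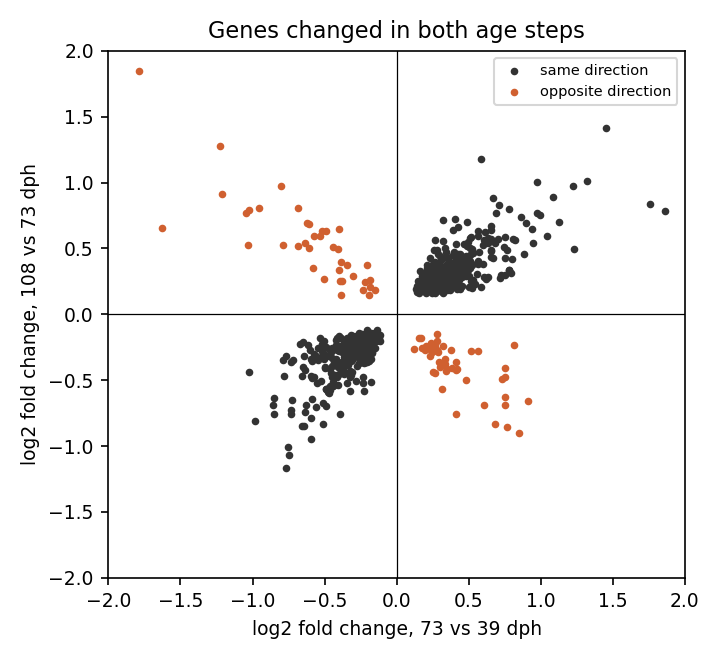
Log2 fold changes of genes changed in both age steps, 73 versus 39 dph (horizontal) and 108 versus 73 dph (vertical), each point being 1 of 663 genes. The 566 genes of 1 direction lie in the lower left and upper right quadrants, and 8 genes lie outside the axes.

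Whether age acted alike on females and males was examined by fitting each sex alone. Between 39 and 108 dph 4486 genes changed in females, 2312 upward and 2174 downward, and 3593 in males, 1858 upward and 1735 downward. The early step gave 1332 genes in females and 907 in males, and the late step gave 134 and 60. DESeq2 gave more, 2173 and 1844 for the early step and 914 and 513 for the late step, and edgeR with 6 group means gave 1557 in males for the early step and 253 and 323 for the late step. Among 18565 genes tested in both sexes, 4322 of 4471 genes called in females from 39 to 108 dph (96.7%) moved the same way in males, and 3485 of 3585 called in males (97.2%) moved the same way in females. Called in both sexes were 1204 higher and 1132 lower genes, where independent lists would share 230 and 202, and 1 gene was called in opposite directions. The fold changes of the sexes, which share no fish, had a Pearson r of 0.61 and a Spearman rho of 0.67 across genes for the whole interval, 0.36 and 0.54 for the early step, and 0.21 and 0.38 for the late step. The steps within 1 sex were sensitive to single fish: leaving out 1 fish gave 571 to 1371 genes in females and 366 to 1101 in males for the early step, and 6 to 164 and 0 to 104 for the late step. For the late step in males another division of the fish gave 63 genes against the real 60.

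**Figure D3:**
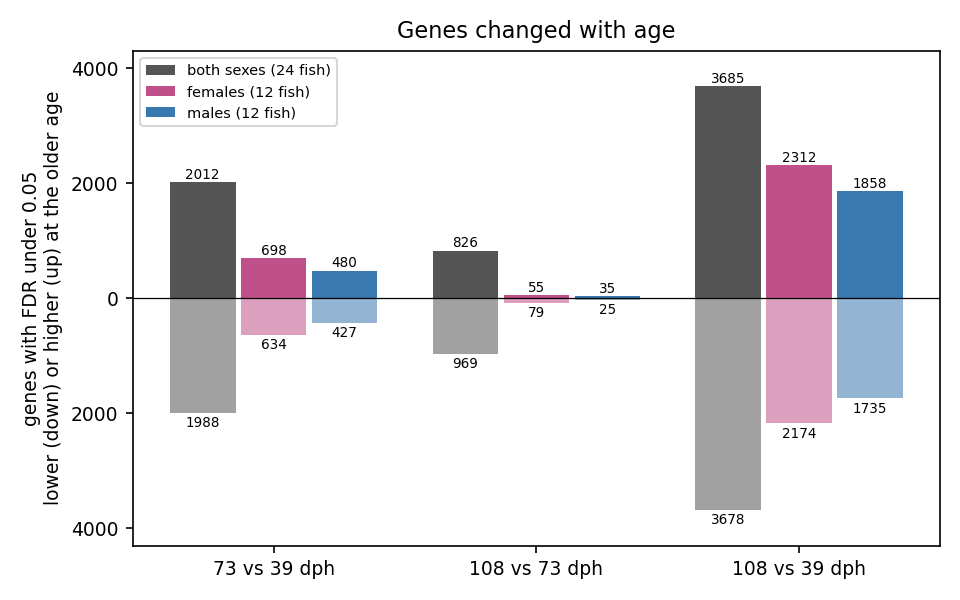
Number of genes with an edgeR FDR below 0.05 in each age comparison, higher (bars upward) or lower (paler bars downward) at the older age, for both sexes together and for each sex alone. The interval from 39 to 108 dph gives the tallest bars, 3685 higher and 3678 lower with both sexes together.

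A direct test of a different age course in females and males found 1 gene. Nfu_g_1_014967 stood at 43.1 ± 3.88, 53.2 ± 6.17 and 46.8 ± 3.42 CPM (SD, n = 4) in females of 39, 73 and 108 dph, and at 39.8 ± 5.25, 40.0 ± 4.45 and 74.7 ± 10.2 CPM (SD, n = 4) in males. Its interaction had an edgeR FDR of 0.041. Of 19358 genes, 1036 had an unadjusted edgeR p below 0.05, where a share of 0.05 is due with no effect. The count was 0 for 20 of the 24 fish when that fish was left out, and 6 of 100 divisions of the fish, the real one included, gave as many genes or more, so chance was not excluded. DESeq2 gave 3 genes, this one among them.

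Genes that rose or fell in order over the 3 ages were sought in each sex, and the genes of 1 sex were then measured in the other. In females 378 genes moved in order, 179 rising and 199 falling, and in males 285, 162 rising and 123 falling. On the scale of the deposited RPKM, which has no TMM scaling, the female genes numbered 351, 212 rising and 139 falling. Which direction held more female genes thus depended on the scale, while the male genes were 143 rising and 128 falling. About 1.09 and 1.08 genes would pass by chance. Of the female genes 375 (99.2%) trended the same way in males, and all 285 male genes trended the same way in females. The mean z-score of rising minus falling female genes, measured in males, went from -1.89 ± 0.19 (SD, n = 4) through 0.10 ± 0.12 (SD, n = 4) to 1.78 ± 0.39 (SD, n = 4). The male genes measured in females went from -2.07 ± 0.27 (SD, n = 4) through 0.24 ± 0.27 (SD, n = 4) to 1.83 ± 0.14 (SD, n = 4). Each of these trends had an exact Cuzick p of 5.77e-05, the smallest possible. In both sexes 74 genes passed, 42 rising and 32 falling, all in the same direction, where about 0.01 would pass if none trended in the other sex.

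**Figure D4:**
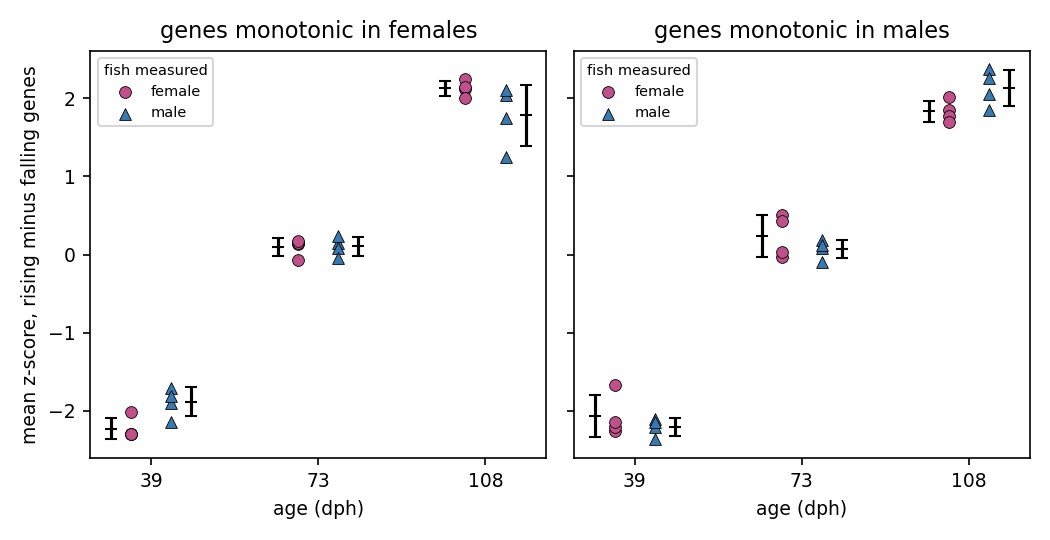
Mean z-score per fish over rising minus falling genes (vertical, no unit) by age in dph (horizontal), for genes chosen in females (left) and in males (right), with the mean and SD of 4 fish beside the points. Female genes in males run from -1.89 at 39 dph to 1.78 at 108 dph, and male genes in females from -2.07 to 1.83.

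Few genes separated the sexes. Of 19358 genes, 10 differed between females and males, 9 higher in females and 1 lower. All 10 had the same sign at all 3 ages, which is likely because the same fish were used to choose them. Nfu_g_1_007967 stood at 209 ± 64.0 CPM (SD, n = 12) in females and 45.1 ± 17.9 CPM (SD, n = 12) in males, a log2 fold change of 2.19 with an SE of 0.20 and an edgeR FDR of 1.6e-06. The lowest female, at 122 CPM, was above the highest male, at 88.3 CPM, and the gene did not change detectably with age (edgeR FDR 0.91 for 108 versus 39 dph). Nfu_g_1_006237 was higher in females with a log2 fold change of 1.77 (SE 0.24, edgeR FDR 0.0013), at 6.45 ± 2.81 against 1.87 ± 0.83 CPM (SD, n = 12). Nfu_g_1_013487 was lower in females with a log2 fold change of -0.41 (SE 0.06, edgeR FDR 0.0042), at 33.5 ± 6.68 against 44.6 ± 8.45 CPM (SD, n = 12). An unadjusted edgeR p below 0.05 was reached by 1444 of the 19358 genes, where a share of 0.05 is due with no effect. Of the 10 sex genes, 3 also changed between 39 and 108 dph. DESeq2 called 50 genes, the 10 among them, and edgeR called 6 without 108 dph male replicate 2 and 16 without 39 dph male replicate 1.

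**Figure D5:**
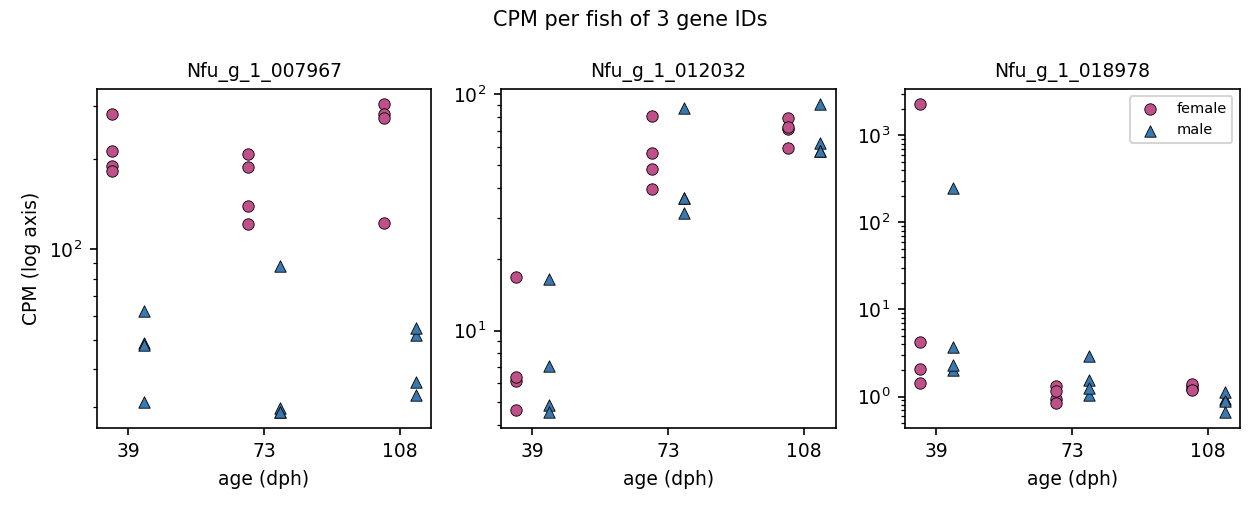
CPM on a log axis (vertical) by age in dph (horizontal) for 3 gene identifiers, each point being 1 fish. Nfu_g_1_007967 keeps all females above all males, Nfu_g_1_012032 is higher in all fish of 73 and 108 dph than in those of 39 dph, and Nfu_g_1_018978 reaches 2266 and 251 CPM in both shallow libraries of 39 dph.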

Values the study reported

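The study reported that its wild brains amounted to 22 samples. With DESeq2 and both factors in 1 model, it reported 36 genes whose expression depended on sex. The labels hold more wild brains than the study counted, and all were used here. Which samples the study left out is not stated in its text, so its count of sex genes may rest on a different set of fish.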

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

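The tests of the genes high in both shallow libraries were chosen after the results were seen, whereas the interaction test was planned. A sample was singled out when its distance to the nearest fish of its group was large for the range of that group of 4. Of 72 groups checked, 23 held such a fish, whereas chance would single out about 1 in 20 groups, or 3.6. That rate holds for normally distributed values, which was not checked for the CPM, shares of reads and totals used here. The groups checked share libraries, and the named genes were chosen for large changes, so these counts are not independent.

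Both shallow libraries stood apart in their total and in a set of genes. The total was 4595506 in 39 dph female replicate 4, where the others of its group had at least 17582640, and 10019750 in 39 dph male replicate 4, where the others had at least 17631841. In these libraries 11 genes were more than 2 times as high as in every other library, and they took 2.53% and 0.2735% of the reads, against at most 0.0207% elsewhere. That highest share elsewhere was in 73 dph female replicate 2, and 73 dph male replicate 1 stood apart from its group at 0.0097%. These genes made up 6 of the 10 largest falls, and 2 of the 11 still changed without the libraries.

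Counting error at low depth was argued against as the cause, since sampling at the highest CPM of any other library would give such counts with a Poisson p of at most 8.1e-18 over the 11 genes and both libraries, after multiplying by the number of genes. This p covers counting error only and treats reads as independent molecules, so uneven amplification is not covered by it. The ratio of the libraries was nearly the same for every gene, 8.67 to 10.96 with an SD of 0.0996 on the log2 scale, so RNA of 1 source present in both at different amounts may explain the set, as a hypothesis. No other pair of libraries had more than 7 genes of this kind, and the ratio was not examined in other pairs. No biological explanation was tested. The set is defined by higher levels in these libraries of 39 dph than in every other fish, those of 108 dph included. A fall from 39 to 108 dph is therefore largely built in by that choice. The median log2 fold change was -4.89 with the libraries and 0.30 without them.

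Among the named genes, Nfu_g_1_018978 stood at 2266 CPM in 39 dph female replicate 4 and 251 CPM in 39 dph male replicate 4, and Nfu_g_1_002091 at 15793 and 1598 CPM in the same fish. Nfu_g_1_002091 also stood apart at 33.2 CPM in 73 dph male replicate 1 and 87.6 CPM in 73 dph female replicate 2. Nfu_g_1_002574 was at 801 CPM in 108 dph female replicate 4, where the others of its group reached 9.67 CPM, and at 4.30 CPM in 39 dph male replicate 4. Nfu_g_1_012032 was high for its group in 39 dph female replicate 4 (16.9 CPM), 73 dph male replicate 2 (87.2 CPM) and 108 dph male replicate 1 (90.6 CPM). Nfu_g_1_007967 was at 88.3 CPM in 73 dph male replicate 1, where the other males of that age reached 29.8 CPM, and at 122 CPM in 108 dph female replicate 4, where the others had at least 273 CPM. Nfu_g_1_006237 was at 2.42 CPM in 39 dph male replicate 1 and 0.895 CPM in 108 dph male replicate 4. Nfu_g_1_014967 was at 47.6 CPM in 39 dph male replicate 4. The first principal component score was -8.67 in 39 dph female replicate 1, where the others of its group lay between -40.8 and -38.1.

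The interaction of sex and age for Nfu_g_1_014967 had an FDR of 0.0406 by edgeR. Chance was not excluded for this call, since 6 of 100 divisions of the fish, the real one included, gave as many genes, and no gene was called for 20 of the 24 fish when that fish was left out.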

How the results depend on the processing

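Chosen after the results were seen were the fits without the 2 shallowest libraries, DESeq2 with the study's filter for sex, Spearman's coefficient and the fit without a filter for the age steps. The counts for 108 versus 39 dph in both sexes stayed within 1.5 times under every alternative, and leaving out 1 fish gave 6815 to 7510. In the edgeR counts neither DESeq2 size factors nor length correction moved the share of higher calls by over 10 percentage points. The RPKM scale did for the female trend (212 rising and 139 falling genes), and the cause was not tested. No paired analysis was possible because replicate numbers follow accession order and mark different wild fish. The planned tests of gene lists, with preset and estimated correlation and with fry, were not run, since no identifier matched the reference table of symbols used here. Depth may limit low genes most, which was not tested.

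An FDR of 0.01, which is stricter by construction, gave 2116 genes for 73 versus 39 dph, 575 for 108 versus 73 dph and 4 for sex. In females it gave 318, 4 and 2047 genes for the early step, the late step and the whole interval, in males 187, 0 and 1489, and for the interaction 0. DESeq2 gave 50 genes for sex, 43 with the study's filter, and 3 for the interaction. It gave 2173 and 914 genes for the early and late steps in females and 1844 and 513 in males. With 6 group means the late step gave 253 genes in females and 323 in males, and the early step in males 1557. Without the shallow libraries, which leaves fewer fish, the early step gave 831 genes in females and 394 in males. A trend p of 0.001, looser by construction, gave 1010 genes in females and 806 in males. For the DESeq2 and group mean counts the cause was not tested.

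The correlation of the age steps was -0.15 in the planned fit, -0.031 with the study's filter, -0.31 without a filter, 0.041 with separate fish of 73 dph and 0.074 by Spearman's coefficient. Separate fish remove the shared term, and otherwise the cause was not tested. Leaving out 1 fish kept the planned value between -0.22 and -0.072. Its jackknife SE over the fish was 0.14, so it was not told apart from 0. With shared fish of 73 dph, however, 0 is not the value due with no effect. The simulated sets with no effect averaged -0.49 (-0.53 to -0.44). The log2 fold change of Nfu_g_1_002091 was 0.57 without the shallow libraries, where its highest values lie.

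Leaving out 1 fish gave 6 genes for sex without 108 dph male replicate 2 and 16 without 39 dph male replicate 1. In females the early step gave 571 to 1371 genes: 579, 571 and 831 without 39 dph replicates 2, 3 and 4, and 843, 697 and 750 without 73 dph replicates 1, 2 and 3. The late step gave 6 to 164: 65, 43, 55 and 6 without 73 dph replicates 1, 2, 3 and 4, and 28 and 21 without 108 dph replicates 2 and 3. In males the early step gave 366 to 1101: 479, 366, 405 and 394 without 39 dph replicates 1, 2, 3 and 4, and 460, 454, 559 and 433 without 73 dph replicates 1, 2, 3 and 4. The late step gave 0 to 104: 30, 0 and 19 without 39 dph replicates 1, 2 and 3. It gave 4, 3, 0 and 0 without 73 dph replicates 1, 2, 3 and 4, and 0, 34 and 104 without 108 dph replicates 2, 3 and 4. The interaction gave 2 genes without 39 dph male replicate 1, 1 without 39 dph male replicate 4, 73 dph female replicate 2 or 108 dph male replicate 3, and 0 without any other fish. Beyond having fewer fish, the cause was not tested.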

Other observations

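The tests of on/off genes and of the spread between fish, and the fit without the shallow libraries, were chosen after the results were seen.

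The calls for 108 versus 39 dph were not explained by a length trend or by the shallow libraries alone. After removal of each library's trend over gene length, 96.9% of the 7363 genes were called in the same direction, and without both shallow libraries 87.9% were. Time of collection, which goes with age, stays open and was not tested. RNA integrity was not in the model either, although the study removed it from the counts it plotted over age.

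Some genes were switched between fish. A gap of more than 2.5 in log2 CPM, with at least 3 fish on each side, was found in 47 genes, which fell into 31 distinct patterns of fish. In 1 pattern, 6 genes were on in 5 of the 8 fish of 108 dph, at 0.689 to 26.1 CPM, and at most 0.547 CPM in all other fish. All 6 were called between 39 and 108 dph, which is largely built in, since the pattern is on only at 108 dph. Shuffling the ages within each sex gave as many patterns confined to 1 age in a share of 0.341, so a chance meeting of pattern and age may account for it, and a cause shared by these genes stays open.

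A further hypothesis was that fish of 1 group differ more from each other at 108 than at 39 dph. The median absolute deviation of a fish from the mean of the others of its group, over 12482 genes, was 0.149 ± 0.030 (SD, n = 8) at 108 dph and 0.119 ± 0.018 (SD, n = 8) at 39 dph in log2 CPM, with an exact permutation p within sex of 0.035. Neither sex passed alone, with exact permutation p of 0.54 in females and 0.057 in males. The deviations of fish in 1 group depend on each other, which the permutation does not allow for, so the difference may be weaker than this p makes it.

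Other divisions of the same fish into groups of the same sizes were counted to see how often they gave as many genes. With both sexes together 100 divisions were taken, the real one included. The possible number was 2450 for an age comparison and 171500 for sex or the interaction. With 1 sex all 35 were counted, and the shares were not adjusted for the number of results. Other divisions of the ages mix fish of different ages, which widens the spread within groups, so their low counts are partly built in. In the comparisons of both sexes only 1 of 100 divisions, the real one, gave as many genes. For 73 versus 39 dph it gave 4000 against at most 2 otherwise, and for 108 versus 73 dph 1795 against 179. For 108 versus 39 dph it gave 7363 against 46, and for sex 10 against 3. In females 1 of 35 divisions gave as many, the smallest share that 35 allow. The counts were 1332 against 6, 134 against 1 and 4486 against 1 for the early step, the late step and the whole interval. In males the real division alone gave as many for the early step, 907 against 2, and for the whole interval, 3593 against 40. Chance was not excluded for the late step in males, where 2 of 35 divisions gave as many and another reached 63 against the real 60. Nor was it for the interaction, where 6 of 100 gave as many and another reached 4 against the real 1.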
